A study of Mus musculus with 9 samples. Its data were reported in "Glycyrrhizic acid inhibits myeloid differentiation of hematopoietic stem cells by binding S100 calcium binding protein A8 to improve cognition in aged mice" (2023).

How the data were processed

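Gene expression was measured by RNA-seq in 9 mouse libraries, 3 in each of the groups OEA8_Ctrl, OEA8_67 and OEA8_69. Groups and replicate numbers were taken from the sample labels. Per the labels and the study's methods, total RNA was extracted with TRIzol and sequenced on a DNBSEQ (BGISEQ-500) instrument, and reads with adapter, poly-N or low-quality bases were removed. The submitters' processing notes name HISAT2 2.0.4, Bowtie2 2.2.5 and the mm10 build. The study's methods name RSEM for the gene levels, and its version is not given in the sources used here. The deposited values are FPKM, which the authors computed per gene and library and rounded to 2 decimals. Because FPKM divides by the fragments mapped in each library, a rise of abundant genes lowers the values of all others, and differences in the total RNA per cell are not visible.

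The table held 19240 genes, of which 714 were at 0 in all libraries. All 9 library columns were used, and the authors' group means served only as a check of the columns. Gene identifiers were matched to a RefSeq gene table of GRCm38 patch 6, the assembly of the mm10 build, and 19179 matched. Positions come from that table. Read counts were not used here, so no count model was applied. The values of short, lowly expressed genes were examined for the step that 1 fragment is worth. Whole reads were not recovered, and the depths are therefore unknown.

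Values were transformed to log2(FPKM + 1), and the 12012 genes with a mean of at least 0.5 FPKM over the 9 libraries were tested. A fold change is on this scale and understates the change of low genes. All libraries entered a single limma 3.58.1 model in R 4.3.3, with empirical Bayes moderation and a trend, so that the 3 groups shared an estimate of the spread. Each mutant was compared with OEA8_Ctrl and the mutants with each other, and a moderated F test compared the 3 groups. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. The study's methods name no test or thresholds specific to the differential genes of its bulk RNA-seq, besides a general test between groups and a threshold for enriched pathways. The procedure was tested on simulated data for OEA8_67 against OEA8_Ctrl, with 200 of 12012 genes changed and noise independent between genes in each of 5 simulations. It recovered 45.4% of changes of 0.25 on the log2 scale, 93.9% of changes of 0.5 and 99.7% of changes of 1. Of the calls 5.38% were false, and an unchanged group gave 0 calls. Besides the 200 genes a small list was slightly lowered in these simulations, and its calls entered the total but not the false ones.

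Before the data were examined, 37 gene lists were fixed, covering pathways, gene families and markers of cell types that the cultures could hold. Of these 36 had members that could be tested, and the mitochondrially encoded genes had 0. Lists were tested with camera from limma, a competitive test of a list against the other genes, with a preset inter-gene correlation of 0.01 and, as an alternative, an estimated correlation. Adjustment was over the 36 lists of a comparison. Members called were counted with adjustment over all genes and over the list alone. The genes to be named were also fixed beforehand. They were S100a8 and S100a9, the 8 largest increases and 8 largest decreases among called genes with at least 5 FPKM in the higher group and no overlap between the libraries of the groups, and up to 4 called members of each list by smallest adjusted p. Predicted and clone-named genes were left out of the largest changes. The values of 1 gene that the rule names are not reported here.

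The overlap and correlation of the 2 comparisons with OEA8_Ctrl were set beside 100 simulations of unchanged groups with shared, simulated controls. Noise was drawn independently for each gene. Alternatives fixed beforehand were pseudocounts of 0.1 and 0.5 FPKM, no filter or a filter at 5 FPKM, median-of-ratios scaling, quantile normalization, only the 2 compared groups in the model, robust or untrended moderation, the replicate number as a block, a minimum absolute log2 fold change of 1, and leaving out each library in turn. Results were also recomputed for other splits of the same libraries, all 10 for a pair of groups and 100 drawn for the 3 groups. Splits, permutations, simulations and random gene sets were run in R. Figures, gene lengths and GC contents, and the values of short genes were handled in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.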

Results

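RNA-seq expression profiling was performed on 9 mouse libraries from cells labelled as overexpressing S100A8 or as their control, to ask how the transcriptome differs when a single residue of the protein is mutated. S100A8 is a small calcium-binding protein of the S100 family that is abundant in neutrophils and monocytes. The labels give 3 groups of 3 libraries, an overexpression control (OEA8_Ctrl), a construct mutated at residue 67 (OEA8_67) and a construct mutated at residue 69 (OEA8_69). The labels do not say whether the control carried unmutated S100A8 or an empty vector, while the study describes its reference cells as overexpressing S100A8. Nor do they say whether the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. The values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments of each library, for 19240 genes. They summed to between 469909 and 501342 in a library, and between 15800 and 16179 genes were above 0. At 259 short genes the lower quartile of the values above 0, multiplied by the length in kilobases, lay between 0.0516 and 0.0651 in the 9 libraries and the median between 0.0570 and 0.1002, so the read depth of the libraries is not known from the table. Libraries of the same group correlated with r between 0.995 and 0.997 across genes, and libraries of different groups with r between 0.991 and 0.996.

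The level of S100a8 itself was examined first (gene 20201, chromosome 3, 90669071 to 90670034, GRCm38). It was 4.69 ± 1.13 FPKM in OEA8_Ctrl, 5.58 ± 0.909 FPKM in OEA8_67 and 5.14 ± 1.27 FPKM in OEA8_69 (mean ± SD of 3 libraries). The differences did not exceed the spread between libraries, with a log2 fold change of 0.22 in OEA8_67 (limma adjusted p = 0.449), 0.11 in OEA8_69 (adjusted p = 0.745) and -0.11 between OEA8_69 and OEA8_67 (adjusted p = 0.760). Without replicate 2 of OEA8_69 the fold change of OEA8_69 was -0.02, and without replicate 1 the difference between the mutants was 0.06. On average 28.0% of the tested genes lay below S100a8 in a library, a level that did not show overexpression in any group, and cells without a construct were not analysed here. The groups are named as the labels give them. S100a9, which encodes the usual binding partner of S100A8, was listed at 0 in every library except replicate 2 of OEA8_Ctrl, where it was 0.11 FPKM. The table holds a single value per gene, so mutated and unmutated transcripts cannot be separated, and the level gives no check of which construct a library carried.

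The labels name hematopoietic stem cells, whereas the study describes the cells of this experiment as mouse embryonic fibroblasts, and marker genes were therefore compared. Fibroblast markers were the most abundant of 11 cell types. Of 20 markers with values 19 averaged at least 1 FPKM, with a median of 230 FPKM, and Col1a1, a chain of type I collagen, averaged 1044 ± 51.4 FPKM (SD, n = 9). Of 24 hematopoietic stem and progenitor markers 8 reached 1 FPKM, and their median was 0.0756 FPKM. Ptprc, which encodes the leukocyte protein CD45, and Kit, the stem cell factor receptor gene, each averaged 0.00444 FPKM. The 3 markers of this type above 10 FPKM were Ly6a, Gata2 and Cd34, named here after their values were seen. Of the myeloid markers 4 of 22 reached 1 FPKM, and of the lymphoid markers 1 of 15. As a set these levels argue against hematopoietic stem cells as the main cells of the libraries, although Ly6a, Gata2 and Cd34 were high.

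**Figure D1:**
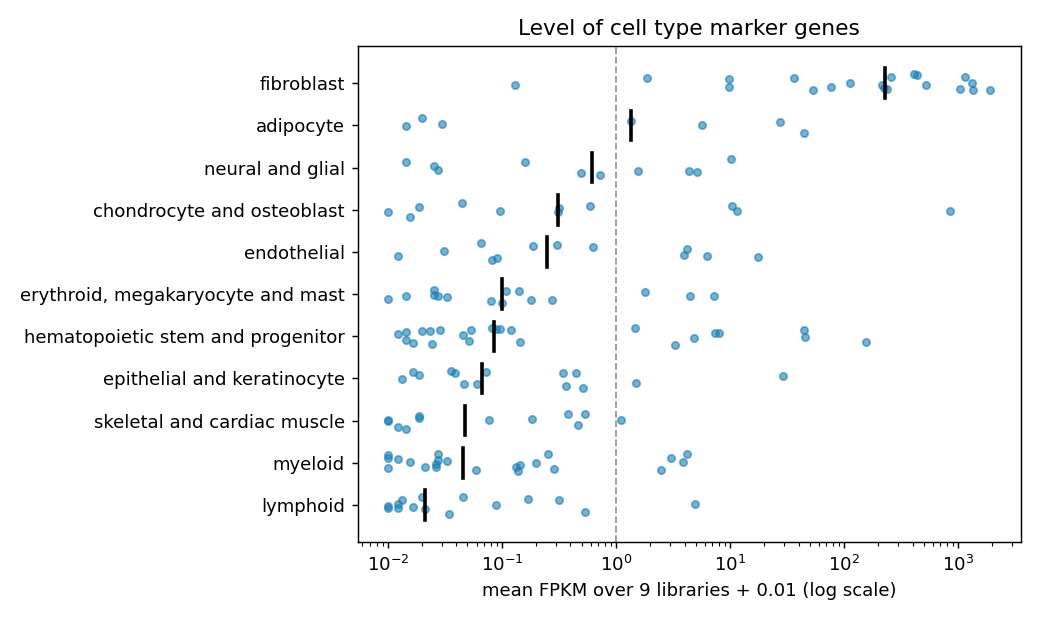
Mean FPKM over the 9 libraries of each marker gene (points, log axis, with 0.01 added) by cell type, with the median of each type as a black bar and 1 FPKM as a dashed line. The median of the fibroblast markers was 230 FPKM and that of the hematopoietic stem and progenitor markers 0.0756 FPKM.

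In OEA8_67 compared with OEA8_Ctrl, the strongest differences were decreases of genes that include several known from endothelial cells. Nptx1, a secreted neuronal pentraxin, fell to 0.9 ± 0.161 FPKM (log2 fold change -3.46 ± 0.09, SE). Cdh5, the endothelial cadherin, fell from 11.3 ± 0.569 to 0.797 ± 0.0764 FPKM (-2.78 ± 0.08), and Erg, an ETS transcription factor of endothelial and blood stem cells, fell from 42.8 ± 0.966 to 6.35 ± 0.695 FPKM (-2.58 ± 0.08). Spns2, a sphingosine-1-phosphate transporter, fell by 2.14 on the log2 scale. Lmo1 fell by 1.87, Cd93 fell by 1.82, the peptide hormone gene Apln fell by 1.76 and the adhesion receptor gene Adgrg1 fell by 1.67. The increases were smaller. Crabp1, a retinoic acid binding protein, rose from 104 ± 8.61 to 178 ± 6.80 FPKM (0.78 ± 0.06). Cd24a rose by 0.65 on the log2 scale, the chondrogenic transcription factor gene Sox9 by 0.60, the amino acid transporter gene Slc38a4 by 0.59, Tenm3 by 0.49, the kinase gene Syk by 0.48, Enpp2 by 0.47 and the proteoglycan gene Vcan by 0.45. The largest adjusted p among these genes was 0.00725, for Enpp2.

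Of 12012 genes tested, 946 differed between OEA8_67 and OEA8_Ctrl, 386 higher and 560 lower. Their median absolute log2 fold change was 0.29, and the 46 with an absolute log2 fold change of at least 1 were all lower, while 1 was higher without replicate 2 or 3 of OEA8_Ctrl, replicate 1 of OEA8_67 or replicate 1 or 3 of OEA8_69. The libraries of the groups did not overlap in 28.2% of the tested genes, against 10% by chance. The count was 579 without replicate 1 of OEA8_Ctrl, with 205 higher and 374 lower. It was 608, 463 and 514 without replicates 1, 2 and 3 of OEA8_67, with 176, 128 and 150 higher and 432, 335 and 364 lower, and 607 with only these 2 groups in the model, with 182 higher and 425 lower. With median-of-ratios scaling 292 were higher and 652 lower, and with the filter at 5 FPKM, which left 8737 genes to test, 316 were higher and 363 lower.

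Of 36 gene lists, 19 were called in OEA8_67, 17 lower and 2 higher, and 7 with an estimated correlation. Other splits of the same 6 libraries, which mix the groups, called up to 9 lists with the preset correlation. Of 12 endothelial markers with values 5 were high enough to be tested, and these 5 fell (adjusted p = 5.36e-13, and adjusted p = 0.0169 with an estimated correlation), including Sox18, which fell by 1.37 on the log2 scale, and Flt1, which fell by 0.72. Pecam1 and Kdr, endothelial markers too low to be tested and named after their values were seen, averaged 0.643 and 0.423 FPKM in OEA8_Ctrl, 0.107 and 0.0733 FPKM in OEA8_67 and 0.137 and 0.04 FPKM in OEA8_69. Vwf and Esam, also too low, were not lower, at 0.0667 FPKM each in OEA8_Ctrl, 0.09 and 0.0767 FPKM in OEA8_67 and 0.0867 and 0.0733 FPKM in OEA8_69. Of 19 fibroblast markers 6 fell and 0 rose, and 8 fell when adjusted over the list alone (adjusted p = 1.30e-06, and adjusted p = 0.0169 with an estimated correlation). Among them were Dcn, from 265 ± 4.78 to 174 ± 4.55 FPKM, Postn, Pdgfra and Thy1. Of 20 matrix proteases and inhibitors 7 fell and 0 rose, and 12 fell when adjusted over the list alone (adjusted p = 1.44e-06, and adjusted p = 0.0384 with an estimated correlation). Mmp9, a gelatinase, fell from 25.5 ± 1.20 to 15.7 ± 1.27 FPKM. Of 27 senescence and secretory genes 9 fell and 1 rose, and 11 fell and 2 rose when adjusted over the list alone (adjusted p = 3.88e-06, and adjusted p = 0.0169 with an estimated correlation). Plaur, the urokinase receptor gene, fell by 0.52 on the log2 scale. Of 38 TNF and NF-kB response genes 9 fell and 1 rose, and 10 fell and 1 rose when adjusted over the list alone (adjusted p = 0.00146, and adjusted p = 0.0384 with an estimated correlation). Jag1, a Notch ligand, fell by 0.73 and Csf1 fell by 0.32 on the log2 scale. Of 26 NRF2 targets 4 fell and 0 rose, and 6 fell and 1 rose when adjusted over the list alone (adjusted p = 0.00215, and adjusted p = 0.0484 with an estimated correlation), among them Nqo1 and Gstm2. The IL-17 target genes are the remaining list. The IL-17 target, TNF, senescence and protease lists share members, so they are not independent results. Mmp3 is in all of them, Mmp9 in all but the senescence list and Mmp13 in all but the TNF list. Ccl2 is in all but the protease list, and Ptgs2 and Cxcl5 are in the IL-17 target and TNF lists. Counts of list members moved with the libraries. Of the NRF2 targets 2 fell without replicate 2 or 3 of OEA8_67, and over the list alone 3, 2 and 3 fell without replicates 1, 2 and 3 of OEA8_67, where 0 rose, as without replicate 3 of OEA8_Ctrl. Of the senescence and secretory genes 0 rose without any library except replicate 2 of OEA8_Ctrl, and over the list alone 1 rose without replicate 3 of OEA8_67. Of the TNF response genes 0 rose without replicate 3 of OEA8_67 or replicate 1 of OEA8_Ctrl and 2 without replicate 3 of OEA8_Ctrl, and over the list alone 2 and 3 rose without replicates 2 and 3 of OEA8_Ctrl.

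Of 44 cell cycle and DNA replication genes 18 rose and 0 fell in OEA8_67, and 28 rose when adjusted over the list alone (adjusted p = 1.27e-11, and adjusted p = 0.105 with an estimated correlation). Mcm4 rose from 35.3 ± 0.934 to 43.9 ± 1.73 FPKM and Mcm2 from 40.7 ± 1.61 to 49.5 ± 1.69 FPKM, both subunits of the replicative helicase, and the mitotic checkpoint gene Bub1 rose from 13.1 ± 0.817 to 16.1 ± 0.195 FPKM. The number that rose was 11, 7 and 8 without replicates 1, 2 and 3 of OEA8_67 and 8 without replicate 1 of OEA8_Ctrl. Of 38 collagens and matrix genes 14 fell and 2 rose, and 16 fell and 3 rose when adjusted over the list alone (adjusted p = 1.42e-07, and adjusted p = 0.113 with an estimated correlation). Tnc, which encodes tenascin C, fell from 132 ± 11.3 to 58.7 ± 2.23 FPKM, and 1 of the list rose without replicate 1 or 3 of OEA8_67. Of 33 interferon-stimulated genes 2 fell and 0 rose, Zbp1 and Ifi27, and 5 fell when adjusted over the list alone (adjusted p = 5.83e-08, and adjusted p = 0.394 with an estimated correlation). The mean log2(FPKM + 1) of this list was 4.40 in replicate 1 of OEA8_67, 3.68 in replicate 2 and 3.48 in replicate 3, against 4.28 to 4.64 in OEA8_Ctrl. The call of Ifi27 was lost without replicate 2 of OEA8_67 (adjusted p = 0.0516), and that of Zbp1 was lost without any library of OEA8_Ctrl, replicate 2 or 3 of OEA8_67 or replicate 2 of OEA8_69 (adjusted p from 0.0566 to 0.137). The number that fell was 10, 0 and 1 without replicates 1, 2 and 3 of OEA8_67, 6, 1 and 4 without those of OEA8_69 and 1 without any library of OEA8_Ctrl, and over the list alone 28, 0 and 1, then 20, 1 and 20, and 1.

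In OEA8_69 compared with OEA8_Ctrl, Nptx1 fell to 0.61 ± 0.147 FPKM (log2 fold change -3.70 ± 0.09), Erg to 3.51 ± 0.356 FPKM (-3.28 ± 0.08) and Cdh5 to 0.4 ± 0.139 FPKM (-3.14 ± 0.08). Spns2 fell by 2.49 on the log2 scale, Myct1 fell by 2.11, Lmo1 fell by 2.09, Cd93 fell by 2.08 and Ctla2a fell by 1.91. Cd34, a surface sialomucin of progenitor and endothelial cells, fell from 68.2 ± 1.79 to 30.6 ± 1.97 FPKM. Crabp1 rose to 220 ± 7.75 FPKM (1.08 ± 0.06) and Sox9 to 13.4 ± 0.551 FPKM (0.85 ± 0.06). AW551984 rose by 0.82 on the log2 scale, Tenm3 by 0.81, the neuronal stathmin gene Stmn2 by 0.76, Enpp2 by 0.74 and the small proteoglycan gene Ogn by 0.71. Rps27rt rose from 79.7 ± 10.7 to 154 ± 36.6 FPKM, but as a retrocopy of Rps27 it may share reads with it and is uncertain. The largest adjusted p among these genes was 0.00283, for Rps27rt.

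In all 1176 genes differed in OEA8_69, 546 higher and 630 lower, with a median absolute log2 fold change of 0.30. With an absolute log2 fold change of at least 1 there were 60, of which 2 were higher and 58 lower, with 1 higher without replicate 2 of OEA8_Ctrl or replicate 3 of OEA8_69 and 4 without replicate 3 of OEA8_Ctrl, and the libraries did not overlap in 27.5% of the tested genes, against 10% by chance. The count was 1787 without replicate 3 of OEA8_Ctrl, where the excess of lower genes turned to 951 higher and 836 lower, and 751 without replicate 1 of OEA8_69, with 302 higher and 449 lower. The higher genes numbered 340 without replicate 1 of OEA8_Ctrl, 329 and 293 without replicates 2 and 3 of OEA8_69, 328 with only these 2 groups in the model and 445 with median-of-ratios scaling, and the lower genes 451, 470, 513, 487 and 710.

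Of the 36 lists 20 were called in OEA8_69, 18 lower and 2 higher, and 3 with an estimated correlation, while other splits of the 6 libraries called up to 9. The 5 endothelial markers that could be tested fell (adjusted p = 8.58e-13, and adjusted p = 0.0131 with an estimated correlation). Of 27 senescence and secretory genes 11 fell and 0 rose, and 17 fell and 2 rose when adjusted over the list alone (adjusted p = 8.04e-09, and adjusted p = 0.0131 with an estimated correlation). Plaur fell from 16.1 ± 0.546 to 9.50 ± 0.128 FPKM. Over the list alone 1 rose without replicate 1 or 3 of OEA8_69 or replicate 1 of OEA8_Ctrl, and 0 without replicate 2 of OEA8_69. The IL-17 target genes are the third list, and they share members with the senescence list, among them Mmp3, Mmp13 and Ccl2. The protease, collagen, TNF response and NRF2 lists were also called lower at the preset correlation (adjusted p = 9.89e-05, 0.00551, 0.0146 and 0.0143). With an estimated correlation they did not pass (adjusted p = 0.0886, 0.318, 0.0886 and 0.0886). The fibroblast markers were not called at the preset correlation (adjusted p = 0.125). Of 43 ribosomal protein genes 5 rose and 0 fell, and 13 rose when adjusted over the list alone (adjusted p = 1.48e-06, and adjusted p = 0.429 with an estimated correlation), with Rpl13 at 1343 ± 86.8 FPKM in OEA8_Ctrl and 1616 ± 36.2 FPKM in OEA8_69. These counts did not hold: 33 rose without replicate 3 of OEA8_Ctrl, 2 without replicate 2 of OEA8_Ctrl or replicate 3 of OEA8_67, and 1 without any other library, and over the list alone 38 rose without replicate 3 of OEA8_Ctrl, 1 without any library of OEA8_67 and 0 without any other. Of 28 hypoxia and glycolysis genes 7 fell and 1 rose, and 12 fell and 1 rose when adjusted over the list alone (adjusted p = 1.58e-05, and adjusted p = 0.0886 with an estimated correlation), among them Pfkl, P4ha1 and Adm, whose call was lost without replicate 2 of OEA8_69 (adjusted p = 0.0561). The number of the list that fell was 4 without any library of OEA8_67, replicate 1 of OEA8_69 or replicate 1 of OEA8_Ctrl and 3 without replicate 2 or 3 of OEA8_69, and 0 rose without any library except replicate 3 of OEA8_67. Over the list alone 5 fell and 0 rose without replicate 1 of OEA8_69, and 2 rose without replicate 3 of OEA8_Ctrl. Of 33 interferon-stimulated genes 4 fell and 0 rose, and 6 fell when adjusted over the list alone (adjusted p = 6.82e-09, and adjusted p = 0.350 with an estimated correlation). Bst2, which encodes tetherin, averaged 184 ± 61.1 FPKM in OEA8_69 and 334 ± 5.08 FPKM in OEA8_Ctrl. The mean log2(FPKM + 1) of this list was 3.26, 3.82 and 4.32 in replicates 1, 2 and 3 of OEA8_69. The call of Bst2 was lost without replicate 1 or 2 of OEA8_Ctrl or replicate 1 of OEA8_69 (adjusted p from 0.0713 to 0.0795). The number that fell was 0, 2 and 13 without replicates 1, 2 and 3 of OEA8_69 and 1 without replicate 1 or 2 of OEA8_Ctrl. Over the list alone it was 0, 3 and 29 without those of OEA8_69, 24, 3 and 10 without those of OEA8_67 and 1, 0 and 0 without those of OEA8_Ctrl.

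**Figure D2:**
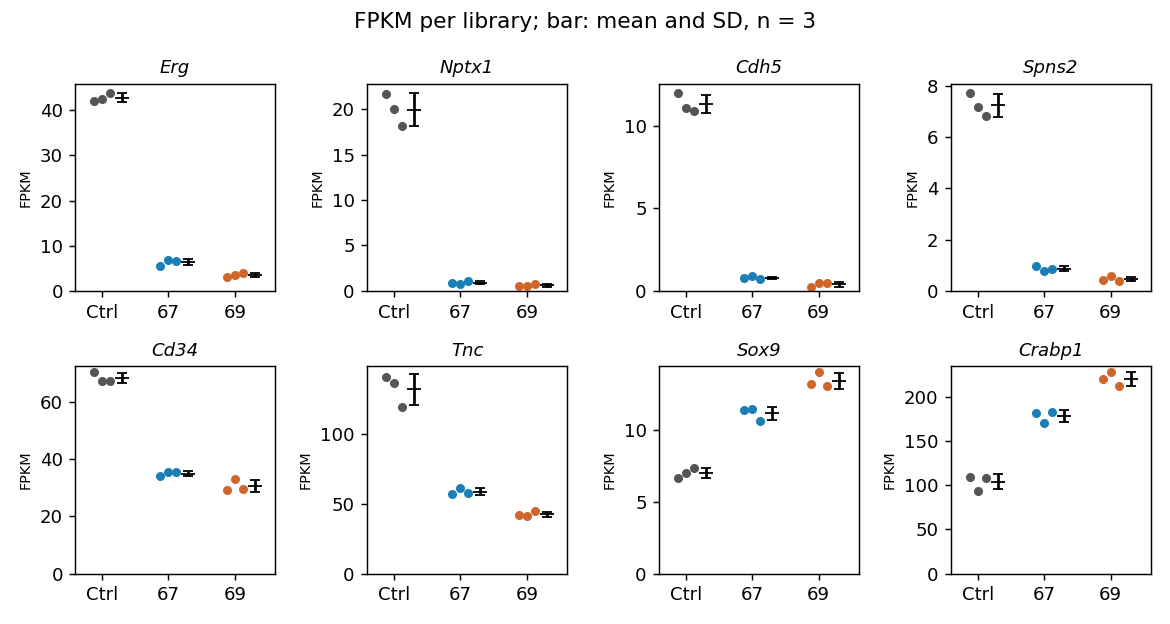
FPKM of 8 named genes in each library (points) of OEA8_Ctrl, OEA8_67 and OEA8_69, with the mean and SD (black, n = 3) beside each group. Erg averaged 42.8 FPKM in OEA8_Ctrl, 6.35 in OEA8_67 and 3.51 in OEA8_69, and Crabp1 averaged 104, 178 and 220 FPKM.

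To ask how far the mutants changed together, their comparisons with the shared control were set side by side. In the same direction 492 genes were called in both, 139 higher and 353 lower, and 7 were called in opposite directions. The shared higher genes numbered 75 without replicate 1 of OEA8_Ctrl, 78, 69 and 68 without replicates 1, 2 and 3 of OEA8_67 and 79, 86 and 80 without those of OEA8_69, and 4 opposite calls were left without replicate 2 of OEA8_67 or replicate 3 of OEA8_69. Erg, Cdh5, Nptx1 and Tnc were among the shared decreases and Crabp1, Sox9, Tenm3 and Enpp2 among the shared increases. Independent lists of these sizes would share 17.5 higher and 29.4 lower genes, and unchanged groups simulated against shared, simulated controls shared 0.02 genes on average. The simulated genes varied independently, so the simulation does not show what genes that vary together would give in unchanged groups. Across genes, which are not independent replicates, the fold changes correlated with r = 0.787 and rho = 0.578, against r = 0.498 simulated for unchanged groups. The covariance was 0.0283 against 0.00294 simulated, a difference of 0.0254. Because 3 controls cannot be divided into parts of at least 2 libraries, part of the excess may come from the shared controls. The shared count was 315 without replicate 1 of OEA8_Ctrl, 322 without replicate 2 of OEA8_67 and 310 with a filter at 5 FPKM. The F test over the 3 groups called 1451 genes, and 928 without replicate 1 of OEA8_Ctrl, 964 and 950 without replicates 2 and 3 of OEA8_67, and 915 and 963 without replicates 1 and 3 of OEA8_69.

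**Figure D3:**
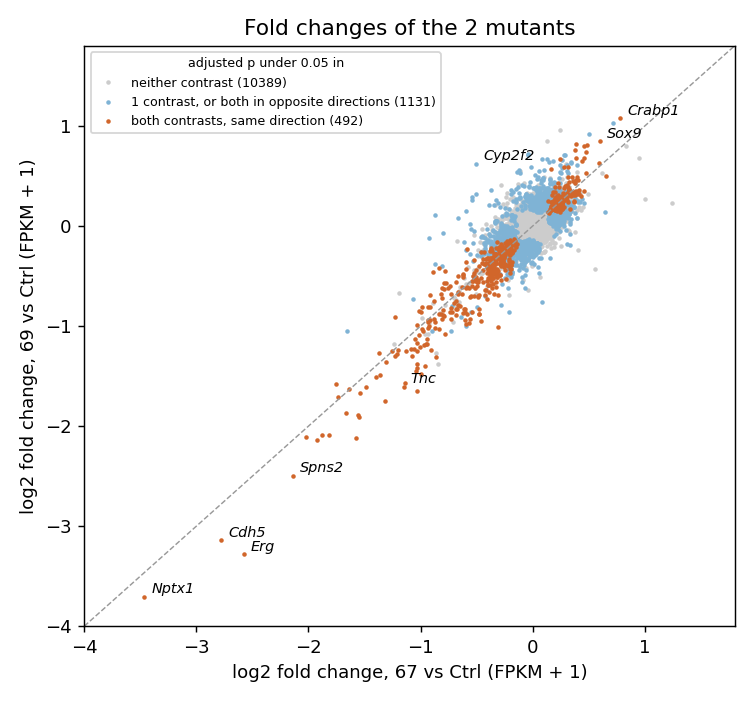
Log2 fold change of each tested gene in OEA8_67 (horizontal) and in OEA8_69 (vertical) against OEA8_Ctrl, on the log2(FPKM + 1) scale, with the dashed line marking equal change. The 492 genes called in both in the same direction are orange, and Nptx1, Erg and Cdh5 lie farthest down in both.

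The study reported, by gene set enrichment analysis, enrichment of the IL-17 pathway among the differential genes of these mutants. Its text gives no direction. The pathway was examined for that reason, so the list is not independent evidence that it changed. Here target and signalling genes of the pathway were separate lists, tested over all tested genes, and the whole pathway was not tested. As a list the 19 tested target genes were lower in OEA8_67 (adjusted p = 5.55e-06, and adjusted p = 0.0169 with an estimated correlation). They were also lower as a list in OEA8_69 (adjusted p = 8.15e-06, and adjusted p = 0.0222 with an estimated correlation). The median was -0.22 in OEA8_67 and -0.17 in OEA8_69, where the upper quartile was 0.016, so some members were above 0. In each mutant 6 fell and 0 rose, while adjusted over the list alone 9 fell and 0 rose in OEA8_67 and 8 fell and 1 rose in OEA8_69, where 0 rose without replicate 2 of OEA8_69 or replicate 1 of OEA8_Ctrl. Those that fell in both were the matrix metalloproteinase genes Mmp3, Mmp9 and Mmp13, the chemokine gene Ccl2 and Ptgs2, which encodes the inducible cyclooxygenase. Mmp3 was 162 ± 6.60 FPKM in OEA8_Ctrl, 130 ± 3.37 in OEA8_67 and 79.6 ± 3.23 in OEA8_69, and Ccl2 was 543 ± 26.3, 443 ± 14.2 and 386 ± 12.9 FPKM. Ptgs2 and the members that follow are named to complete the counts, after their values were seen. The call of Ptgs2 in OEA8_67 was lost without any library except replicate 3 of OEA8_Ctrl (adjusted p from 0.0518 to 0.132). Cxcl5 fell in OEA8_67 (-0.27, adjusted p = 0.0328), a call lost without replicate 2 or 3 of OEA8_67 or replicate 2 of OEA8_Ctrl (adjusted p = 0.134, 0.0706 and 0.0760), and was at 0.10 in OEA8_69 (adjusted p = 0.411), and Fosl1 fell in OEA8_69 (-0.62, adjusted p = 7.92e-05) and was at -0.22 in OEA8_67 (adjusted p = 0.0657). The 48 tested signalling genes of the pathway were not called as a list in OEA8_67 (adjusted p = 0.752), where their median was 0.04 and their mean -0.01, or in OEA8_69 (adjusted p = 0.176).

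**Figure D4:**
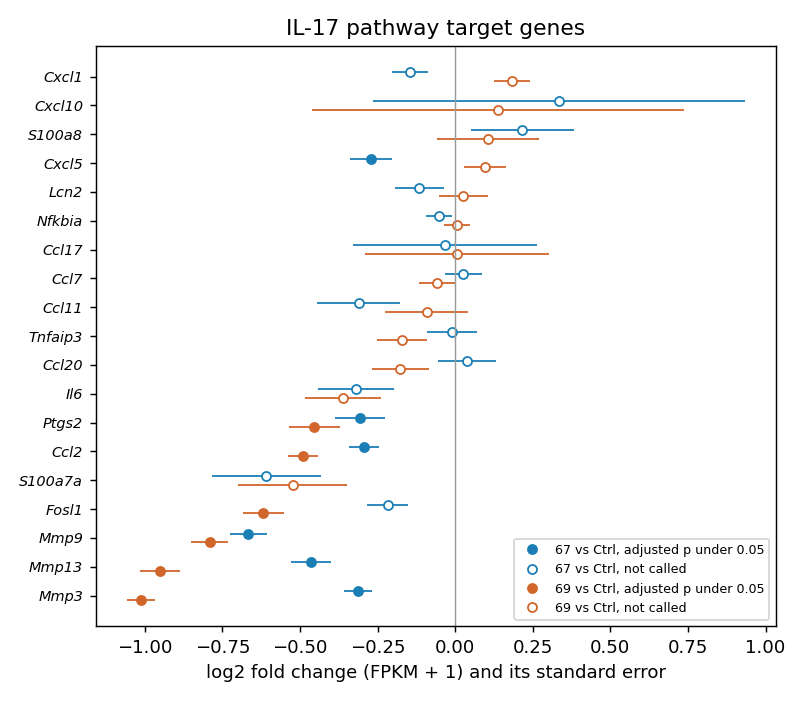
Log2 fold change and its standard error of the 19 tested IL-17 target genes in OEA8_67 (blue) and OEA8_69 (orange) against OEA8_Ctrl. Filled points passed an adjusted p of 0.05, and Mmp13 fell by 0.47 in OEA8_67 and fell by 0.95 in OEA8_69.

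In OEA8_69 compared with OEA8_67, Cyp2f2, a cytochrome P450 gene, was higher at 12.8 ± 1.33 against 5.32 ± 0.480 FPKM (log2 difference 1.13 ± 0.08). The scavenger receptor gene Scara5 was higher by 0.83 on the log2 scale, Ifitm1 by 0.80, Ogn by 0.75, Ifitm6 by 0.75, the imprinted gene Mest by 0.73, the acute-phase gene Saa2 by 0.68 and Osr2 by 0.64. Erg and Mmp3 were lower, both with a log2 difference of -0.70, followed by Gask1b at -0.52, Cd24a at -0.51, Mmp13 at -0.49, the smooth muscle calponin gene Cnn1 at -0.49, Sema3c at -0.48 and the thrombospondin gene Thbs1 at -0.46. The largest adjusted p among these genes was 0.0239, for Saa2, whose call was lost without replicate 1 or 2 of either mutant group (adjusted p from 0.0639 to 0.107). The IL-17 target list did not pass (adjusted p = 0.110), with Mmp3, Mmp13 and Fosl1 lower and Cxcl1 and Cxcl5 higher in OEA8_69. The calls of Cxcl1 and Cxcl5 were lost without replicate 2 of OEA8_67 (adjusted p = 0.0611 and 0.0715), that of Cxcl1 also without replicate 1 of OEA8_67 (adjusted p = 0.0536), and that of Cxcl5 without replicate 1 or 2 of OEA8_69 (adjusted p = 0.0755 and 0.0669).

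In all 379 genes differed between the mutants, 227 higher and 152 lower in OEA8_69, and Cyp2f2 was the 1 gene with an absolute log2 fold change of at least 1, against 2 without replicate 1 of OEA8_67 and 4 without replicate 3 of OEA8_69. The libraries did not overlap in 31.6% of the tested genes, against 10% by chance. Of the 36 lists 8 were called, and 0 with an estimated correlation in camera, where 3 had an unadjusted p under 0.05. Another split of the same 6 libraries also called 8. Of 19 fibroblast markers 5 were higher and 0 lower in OEA8_69, and 8 higher when adjusted over the list alone (adjusted p = 2.11e-05, and adjusted p = 0.0730 with an estimated correlation), with Thy1 at 2.43 ± 0.195 against 1.04 ± 0.0681 FPKM. The number higher was 3, 1 and 1 without replicates 1, 2 and 3 of OEA8_67 and 1, 2 and 2 without those of OEA8_69, and over the list alone 5 without replicate 2 or 3 of OEA8_67 or replicate 1 of OEA8_69. The gene count was 1037 without replicate 3 of OEA8_Ctrl, with 591 higher and 446 lower, 146, 123 and 139 without replicates 1, 2 and 3 of OEA8_67, and 124, 162 and 178 without replicates 1, 2 and 3 of OEA8_69. It was 976 with only the mutant groups in the model, with 552 higher and 424 lower, and 210 with no filter on low values, and without replicate 1 of OEA8_Ctrl 168 were higher and 86 lower.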

Values the study reported

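The study reported 332 differential genes shared by cells overexpressing S100A8 with either of the point mutations, relative to cells overexpressing S100A8.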

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

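The tests of endothelial markers and of the interferon state were chosen only after those results were seen.

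Genes called lower in OEA8_67 and higher in OEA8_69 against the same control stand out because the mutants lay on opposite sides of it. The log2 difference between OEA8_69 and OEA8_67 was 1.13 for Cyp2f2, 0.83 for Scara5, 0.73 for Mest, 0.60 for Lbp, 0.58 for Aspn, 0.54 for Emb and 0.39 for Fcgrt. The 7 genes were chosen after their values were seen, apart from those among the largest increases. Because they were selected for opposite calls, a test of this difference adds no support. Opposite calls numbered 4 without replicate 2 of OEA8_67 or replicate 3 of OEA8_69 and 5 to 9 without any other library. Cyp2f2, Scara5 and Emb were called in both mutants without each library in turn, while Fcgrt lost a call without any library except replicate 3 of OEA8_Ctrl, Aspn and Lbp without replicate 1 or 3 of OEA8_69 or replicate 2 or 3 of OEA8_Ctrl, Aspn and Mest without replicate 2 of OEA8_67, and Mest without replicate 2 of OEA8_69 (limma adjusted p from 0.0509 to 0.161). Gene lists that differed between the mutants were the cell cycle genes, lower in OEA8_69 (adjusted p = 1.01e-07), cholesterol synthesis, lower (adjusted p = 0.000280), contractile genes, lower (adjusted p = 0.00985), senescence and secretory genes, lower (adjusted p = 0.00256), collagens and matrix, higher (adjusted p = 0.0117), fibroblast markers, higher (adjusted p = 2.11e-05), oxidative phosphorylation, higher (adjusted p = 0.0312), and ribosomal proteins, higher (adjusted p = 1.53e-12). With an estimated correlation in camera 0 of these lists passed, and 3 had an unadjusted p under 0.05. Against OEA8_Ctrl the cell cycle list was higher in OEA8_69 too (camera adjusted p = 0.0146, and adjusted p = 0.429 with an estimated correlation). There 2 of its 44 genes rose and 0 fell, and with a library left out 1 to 7 rose and 0 to 1 fell. Between the mutants 5 of them were lower and 0 higher in OEA8_69, and 0 to 9 were lower with a library left out. The call of oxidative phosphorylation was lost without replicate 1 or 2 of OEA8_67 or replicate 2 of OEA8_69 (adjusted p = 0.0900, 0.147 and 0.439), and that of collagens and matrix without replicate 3 of OEA8_69 (adjusted p = 0.0704).

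Erg, Cdh5 and other genes known from endothelial cells were much lower in both mutants, and fewer endothelial cells in the mutant cultures cannot be told apart from lower expression within the cells. The highest of Pecam1, Kdr, Tie1 and Emcn in the controls was 0.643 FPKM, for Pecam1, or 5.68% of the level of Cdh5, and the bound on their level was set after the values were seen and assumes a marker profile. These 4 were lower in both mutants, with Pecam1 at 0.107 and 0.137 FPKM, while Vwf, at 0.0667 FPKM in the controls and 0.09 and 0.0867 FPKM in the mutants, and Esam, at 0.0667, 0.0767 and 0.0733 FPKM, were not, and values this near 0 decide neither way. A changed chromosome region that holds many of these genes is argued against. Of the genes lower by a log2 of at least 1 in both mutants 10% lay within 1 Mb of another, against 6.23% in random sets, and 358 of 1000 random sets were as high. That share cannot show a change at a single locus such as Erg. No other tested gene within 1 Mb of Erg was called lower in either mutant. Ets2, named after its values were seen, was at a log2 fold change of 0.04 in OEA8_67 and -0.03 in OEA8_69, and Kcnj15, named likewise, at -0.23 and -0.14 (limma adjusted p = 0.103 and 0.309). An effect of the mutated residues and a difference between the cultures that arose independently of them stay open, as untested.

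Interferon-stimulated genes were lower in both mutants by the list test at the preset correlation, but not with an estimated correlation (adjusted p = 0.394 in OEA8_67 and 0.350 in OEA8_69). An interferon state that varies from library to library has the values it needs: 2 of the mutant libraries, replicate 1 of OEA8_67 at 4.40 and replicate 3 of OEA8_69 at 4.32, lay at or above the lowest control at 4.28. The mean over 33 genes differed by -0.58 between mutants and controls, with an exact two-sided permutation p of 0.107 over 84 splits. The range within OEA8_67 was 0.922 and within OEA8_69 1.06, so the lower mean may reflect that state, and an effect of the mutated residues stays open.

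Ribosomal protein genes were higher as a list in OEA8_69 than in OEA8_67, with a median log2 difference of 0.14. Of 43 genes 1 was called higher and 0 lower, and 19 higher when adjusted over the list alone. With a library left out the number higher ran from 0 to 19, and from 0 to 35 over the list alone. With a trend on gene length and GC content removed from each library the median was 0.0952 (adjusted p = 4.84e-11), and with a trend on expression level removed it was 0.101 (adjusted p = 3.12e-13). In both cases the median fell without the list losing its call at the preset correlation, and the share of the median that was left lay between the bounds fixed beforehand, so neither bias can be told apart from a biological difference. With an estimated correlation the list did not pass before the corrections (adjusted p = 0.5002) or after those for length and GC content (adjusted p = 0.247) or expression level (adjusted p = 0.241).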

How the results depend on the processing

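No test here was chosen only after the result was seen. For named genes, outside the settings that leave out a library, 2294 results kept their direction and side of the threshold, 141 lost their call and 0 reversed; with a library left out, 1867 kept and 361 lost it. For lists, 861 kept both, 47 lost and 6 gained a call and 22 turned direction outside those settings, against 872, 16, 23 and 34 with a library left out. A correlation across genes has no replicate SD, and its spread was taken as the SD of its 9 values with a library left out. Read depth is unknown, and the pseudocount compresses changes of genes near 1 FPKM. Fewer genes, libraries or calls enter some settings by construction. Leaving out controls keeps the fold changes between the mutants and alters only the shared estimate of the spread and the genes tested. Beyond that the cause was not tested for any change below.

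Among counts, no filter on low values gave 210 genes between the mutants, and a filter at 5 FPKM gave 310 shared genes and r = 0.746. With only the 2 compared groups 607 genes differed in OEA8_67 and 976 between the mutants. A minimum absolute log2 fold change of 1 left 46, 60 and 1 genes and 41 shared. An estimated correlation left 7, 3 and 0 lists in camera, the last with 3 at an unadjusted p under 0.05.

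Replicate numbers did not pair the libraries: same-numbered deviations correlated from -0.248 to 0.149, and 1 of 9 libraries correlated best with its own number. With the replicate number as a block 242 genes differed between the mutants, 718 in OEA8_67 and 982 in OEA8_69, 1139 in the F test and 399 were shared.

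With a library left out, 463 to 1043 genes differed in OEA8_67, 751 to 1787 in OEA8_69, 123 to 1037 between the mutants, 915 to 2164 in the F test and 315 to 560 were shared, with r from 0.759 to 0.802. The S100a8 log2 fold change lay between 0.13 and 0.37 in OEA8_67, between -0.0238 and 0.28 in OEA8_69 and between -0.24 and 0.0639 between the mutants, turning without replicate 2 and replicate 1 of OEA8_69. Lists called numbered 19 to 22, 18 to 21 and 8 to 11. The IL-17 target genes had an adjusted p from 3.79e-06 to 1.92e-05 in OEA8_67, 4.19e-06 to 0.000173 in OEA8_69 and 0.0764 to 0.170 between the mutants.

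Lists not called before turned direction as follows, each with its adjusted p. With no filter: erythroid markers 0.80 and myeloid markers 0.367 in OEA8_67, ATF4 targets 0.870, erythroid 0.475 and myeloid 0.405 in OEA8_69, and epithelial 0.905 and erythroid 0.897 between the mutants. With the filter at 5 FPKM: chondrocyte 0.538, contractile 0.334 and p53 targets 0.814 in OEA8_67, ATF4 targets 0.761 and erythroid 0.76 in OEA8_69, and epithelial 0.377, erythroid 0.0933 and TNF response 0.849 between the mutants. With median-of-ratios scaling: chondrocyte 0.997 in OEA8_67 and neural 0.977 in OEA8_69. With quantile normalization: contractile 0.694 and ribosomal 0.217 in OEA8_67, ATF4 targets 0.974 in OEA8_69 and NRF2 targets 0.928 between the mutants. With only the 2 groups: chondrocyte 0.998 in OEA8_67.

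With a library left out, lists that turned ranged in adjusted p, in OEA8_67, from 0.280 to 0.994 for ATF4 targets, 0.835 to 0.997 for chondrocyte, 0.330 to 0.975 for contractile, 0.238 to 0.928 for immediate early, 0.286 to 0.997 for myeloid, 0.00136 to 0.930 for oxidative phosphorylation, 0.535 to 0.940 for p53 targets and 0.0142 to 0.797 for ribosomal genes. In OEA8_69 the range was 0.543 to 0.9997 for ATF4 targets, 0.287 to 0.997 for cholesterol synthesis, 0.694 to 0.979 for neural and 0.0383 to 0.904 for oxidative phosphorylation. Between the mutants it was 0.713 to 0.955 for S100A8 partners, 0.692 to 0.981 for TNF response, 0.202 to 0.899 for ATF4 targets, 0.00912 to 0.938 for antigen presentation, 0.714 to 0.955 for epithelial, 0.000402 to 0.777 for interferon-stimulated genes, 0.519 to 0.994 for lymphoid and 0.694 to 0.969 for muscle. Turned and called at once were the interferon list between the mutants without replicate 1 of OEA8_67 (0.0200) or of OEA8_69 (0.0132), and the ribosomal list in OEA8_67 without replicate 3 of OEA8_Ctrl (0.0449). In its first direction the interferon list was called without replicate 3 of OEA8_67 (0.0194) or of OEA8_69 (0.000402).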

Other observations

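No test here was chosen only after the result was seen. Wnt and Notch response genes were lower as a list in OEA8_67, where 4 of 18 fell and 0 rose, and 5 fell and 1 rose when adjusted over the list alone (limma camera adjusted p = 0.00775, and adjusted p = 0.114 with an estimated correlation), and in OEA8_69, where 6 fell and 3 rose, and 8 fell and 4 rose when adjusted over the list alone (adjusted p = 0.0281, and adjusted p = 0.233 with an estimated correlation). The call in OEA8_69 was lost without replicate 1 of OEA8_Ctrl (adjusted p = 0.0643). In OEA8_67, adjusted over the list alone, 3 fell and 0 rose without replicate 3 of OEA8_67 or replicate 2 of OEA8_Ctrl, 0 rose without replicate 2 of OEA8_67, 2 rose without replicate 1 of OEA8_Ctrl and 8 fell without replicate 3 of OEA8_Ctrl. Hes1, a Notch target, averaged 12.1 ± 1.40 FPKM in OEA8_Ctrl, 8.35 ± 0.480 in OEA8_67 and 7.98 ± 0.605 in OEA8_69 (SD, n = 3). Of 8 hematopoietic stem and progenitor markers 3 fell and 1 rose in OEA8_67, and 4 fell and 2 rose when adjusted over the list alone (adjusted p = 0.0118, and adjusted p = 0.105 with an estimated correlation), while 0 rose without replicate 1 or 2 of OEA8_67 and 2 without replicate 1 of OEA8_Ctrl. In OEA8_69 4 of these markers fell and 2 rose, and as many when adjusted over the list alone (adjusted p = 0.0146, and adjusted p = 0.103 with an estimated correlation). With a library left out 3 to 4 fell and 0 to 2 rose there. Ly6a averaged 210 ± 11.3 FPKM in OEA8_Ctrl, 119 ± 6.62 in OEA8_67 and 136 ± 2.73 in OEA8_69. The basement membrane collagen genes Col4a1 and Col4a2 fell in OEA8_69, from 243 ± 9.39 to 159 ± 3.24 FPKM and from 220 ± 7.23 to 147 ± 6.40 FPKM. Of 26 cholesterol synthesis genes 4 rose and 0 fell in OEA8_67, and as many when adjusted over the list alone (adjusted p = 0.000294, and adjusted p = 0.114 with an estimated correlation), with Scd2, a fatty acid desaturase gene, at 113 ± 1.08 against 91.2 ± 3.70 FPKM. The number that rose was 2, 1 and 1 without replicates 1, 2 and 3 of OEA8_67 and 1 without replicate 1 of OEA8_Ctrl, and over the list alone 2 and 8 without replicates 1 and 2 of OEA8_Ctrl.

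Other splits of the same libraries were counted. For a pair of groups the 10 splits cannot give a share under 0.05. The real split called 946, 1176 and 379 genes in OEA8_67, in OEA8_69 and between the mutants, and the highest other split called 1, 1 and 0. It called 19, 20 and 8 lists, and the highest other split called 9, 9 and 8, so that between the mutants 2 of the 10 splits called as many. The adjusted p of the IL-17 target genes was 5.55e-06, 8.15e-06 and 0.110, and the smallest in another split was 0.0122, 0.0356 and 0.222. For the F test 100 splits into 3 groups were drawn, and 1451 genes were called in the real split, 1 of 100, against at most 474 in the others. Such splits treat the libraries as independent. Where those of a group come from 1 culture, a chance difference between cultures gives the same rank and is not excluded. For the shared genes another 100 were drawn, in which it also matters which group serves as the control. There 492 genes were shared in the real split, 1 of 100, against at most 306 in the others, with the same limit. The splits drawn for the F test shared at most 335 besides the real one. For the correlation of fold changes 5 of this second 100, the real split among them, gave an r as large, and the highest other was 0.884 against 0.787. The split with that r also shared 306 genes. A split that keeps the controls together retains their difference from the mutants, so these r cannot decide on chance.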
